A study of Homo sapiens with 16 samples. Its data were reported in "GATA6 is essential for endoderm formation from human pluripotent stem cells" (2017).

How the data were processed

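RNA was measured in 16 samples of H1 human embryonic stem cells, 1 PrimeView array each. Per the labels, total RNA was isolated on Qiagen RNeasy columns and labelled with the 3′ IVT Express kit. The authors normalised the scans by robust multi-array average (RMA) in Partek Genomics Suite, whose version was not stated, and deposited log2 values per probe set, which are levels and not ratios. The deposited table held 49395 probe sets without missing values, from 1.038 to 13.75 log2, of which 102 were control probe sets. The study describes its replicates as independent differentiations. A p value rests on the spread between the 2 samples of a group, pooled over all groups, and the number of arrays limits the precision. The 2 rescue arrays lay closer together than any other pair (SD 0.1045 log2 over genes, against 0.1634 to 0.2449), so their independence is uncertain, and as 1 sample they gave 2085 genes against control in place of 4230.

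Probe sets were assigned to genes by the platform's annotation. Of all probe sets 44994 named 1 gene, 1832 named several and 2569 none, and the latter 2 kinds were left out. The identifiers of 44967 were found in the RefSeq gene table, which changed 0 symbols and served for names only, and no coordinates were used. Each of the 18132 genes was represented by its probe set with the highest mean over all arrays. For 11735 genes this chose among several, up to 21. GATA6 had 1. Of the tested genes, 25 Y-linked genes and XIST were not named.

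A linear model with 1 mean per group was fitted to the 16 arrays with limma 3.58.1 in R 4.3.3, with moderated variances (8 residual and 4.58 prior degrees of freedom, 12.6 in total). Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes, two-sided. The comparisons were control day 5 with day 0, depleted with control at days 3, 4 and 5, rescue with depleted and with control at day 5, and the 3 differences between the depletion effects of 2 days. The median standard error was 0.152 log2, and 0.215 for differences of effects. On simulated data of the same spread, estimated changes had a slope of 1.011 on the true ones, 11 unchanged genes were called, and 0 unshifted lists passed. The simulated genes varied independently of one another, so the list result does not speak for lists of correlated genes.

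Named genes were GATA6, 11 factors that the study discusses, the 10 genes with the largest rise and the 10 with the largest fall among those called with both arrays of each group on the same side (5 each for differences between days), and the 4 members of each list with the largest change. The rule, the lists, the comparisons and the tests, other than those stated to be chosen later, were set before the data were examined.

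Gene lists were fixed for pluripotency, mesendoderm, definitive endoderm, mesoderm, neuroectoderm, trophoblast and amnion, extraembryonic endoderm, fibroblasts, p53 and apoptosis, cell cycle, the endoplasmic reticulum and integrated stress response, interferon, the WNT pathway, Nodal and BMP targets, the FGF pathway, adhesion and epithelial to mesenchymal transition, GATA factors, housekeeping and the genes the study named for day 3. The 19 lists held 330 genes, of which 311 were measured by a probe set of a single gene and the others were not analysed here. The list of the study's day 3 genes left out GATA6 and SRY, which the study also named. Lists were tested with camera at its preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation, under which 7 of 58 calls held. These were definitive endoderm, WNT, adhesion, GATA and the study's day 3 genes between control days 5 and 0, and pluripotency and WNT between rescue and control.

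Endoderm-enriched genes were those higher in control day 5 than day 0 by at least 1 log2. Share regained was the difference of rescue from depleted cells over the loss. Arrays were clustered by average linkage on Euclidean distances of these genes. As an alternative, the methods' thresholds were applied to all probe sets: an unadjusted, unmoderated p of at most 0.01 and a z-score of at least 3 in size. Other alternatives were the mean of all probe sets of a gene, leaving out genes with a mean below the 25th percentile, cyclic loess scaling, and trended and robust moderation. Further alternatives were a model of only the 2 groups, a block for replicate number, other distances and linkages, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.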

Results

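RNA was measured on 16 Affymetrix PrimeView arrays of human embryonic stem cells of the H1 line, an established pluripotent line, taken during differentiation to definitive endoderm, the layer that gives rise to liver, pancreas and gut. The arrays fell into 8 groups of 2. Cells with an empty lentiviral vector were sampled at days 0, 3, 4 and 5 (control). Cells with a short hairpin RNA against GATA6 were sampled at days 3, 4 and 5 (depleted). The last group carried the same hairpin together with a doxycycline-inducible GATA6 cDNA that the hairpin does not recognise, and was sampled at day 5 (rescue). Per the labels, only the rescue cells received doxycycline, at 60 ng/mL for 96 hours. Differentiation used activin A, BMP4 and FGF2 for the first days and activin A alone afterwards. These arrays include no depleted sample of day 0. Differences are on the log2 scale with the standard error of the difference, from 2 arrays per group. In each comparison of 2 groups the largest rises and falls were picked among genes in which both arrays of a group lay beyond both arrays of the other. The other 382 called results for named genes had that order too, which chance gives in 33.3% of genes. But all of them were picked as called and most were named for a large change, so this is no separate check. Where a group lay near or below the lower quartile of its array (2.94 to 3.06 log2), as GATA6 did at day 0, background limits the size of a difference and no fold is given.

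The main division of the arrays set undifferentiated cells and late depleted cells apart from differentiated cells. The first principal component, with 48.6% of the variance, placed the day 0 arrays at −57.5 and −60.8, and the 4 depleted arrays of days 4 and 5 between −44 and −52.3. The day 5 control arrays lay at 45.7 and 43.3. The rescue arrays lay at 45.6 and 45.5 on this axis, and stood apart on the second component (19.4%) at −53.8 and −53.5. At day 3, control replicate 1 lay at 11.4 and 34.6 on the 2 components, near the depleted day 3 arrays at 7.6 and 37.3 and at 9.2 and 33.1, while control replicate 2 lay at 28.2 and 26.8. Across genes, replicates correlated at r from 0.9903 to 0.9957, and the 2 rescue arrays at 0.9983. The bacterial hybridisation control bioB read 7.40 and 7.41 log2 on the rescue arrays, 7.77 and 7.89 at day 0, and 8.55 to 9.06 on the other 12 arrays. A separate hybridisation of day 0 or of rescue cannot be told apart from those groups. The 3′ to 5′ difference of ACTB, a sign of RNA integrity, was 2.19 on control day 3 replicate 2 and 0.931 to 1.71 elsewhere.

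**Figure D1:**
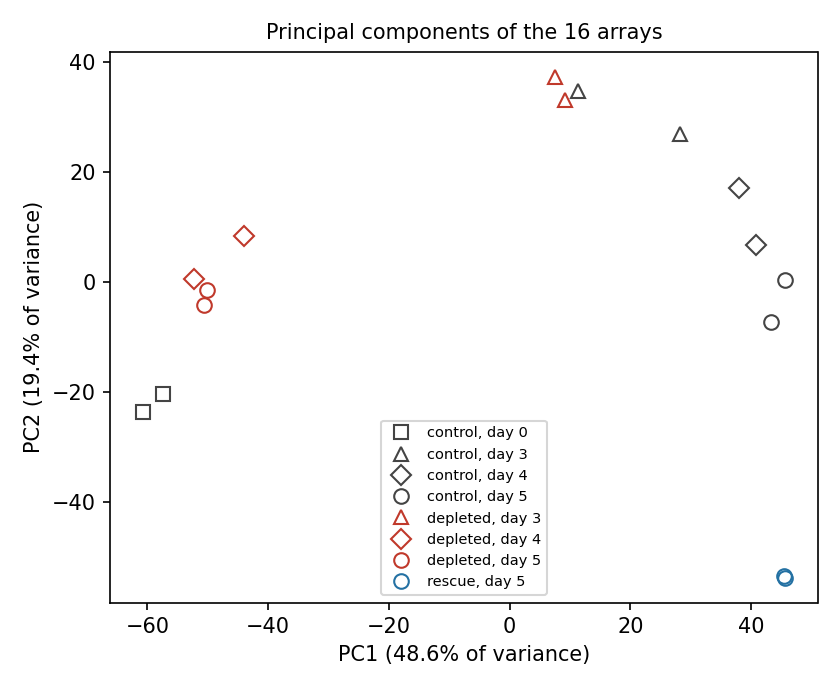
Principal components of the 16 arrays over all genes, PC1 (48.6% of variance) against PC2 (19.4%), 1 point per array, coloured by control, depleted and rescue, with symbols for the day. The depleted arrays of days 4 and 5 lie between −44 and −52.3 on PC1, beside day 0, and the rescue arrays lie apart on PC2.

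GATA6, the zinc finger factor targeted by the hairpin, was read by 1 probe set. It rose in control cells from a mean of 1.79 log2 at day 0 to 11.52 at day 3 and stayed at 11.48 and 11.53 at days 4 and 5. In depleted cells its mean was 9.83, 7.27 and 6.49 at days 3, 4 and 5, and in rescue cells 8.37. Depletion lowered GATA6 3.22-fold at day 3 (log2 −1.69 ± 0.28, adjusted p = 0.00566), 18.5-fold at day 4 (−4.21 ± 0.28, adjusted p = 4.98e-07) and 32.8-fold at day 5 (−5.03 ± 0.28, adjusted p = 1.18e-07). The decrease was larger at day 5 than at day 3 (−3.35 ± 0.40, adjusted p = 1.42e-04) and at day 4 than at day 3 (−2.52 ± 0.40, adjusted p = 0.00117). Rescue cells exceeded depleted cells by 1.88 ± 0.28 (adjusted p = 1.68e-04) and stayed below control cells by a log2 difference of −3.15 ± 0.28 (adjusted p = 1.08e-05). Whether this probe set reads the cDNA of the rescue construct is not known. The study reported overexpression of GATA6 in its doxycycline-treated rescue endoderm, so the rescue values here may not hold for total GATA6. The doses in its text differ from the 60 ng/mL of the labels. At day 3 the call was lost without control replicate 2 (−1.60, adjusted p = 0.0501) or depleted replicate 1 (−1.62, adjusted p = 0.055).

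**Figure D2:**
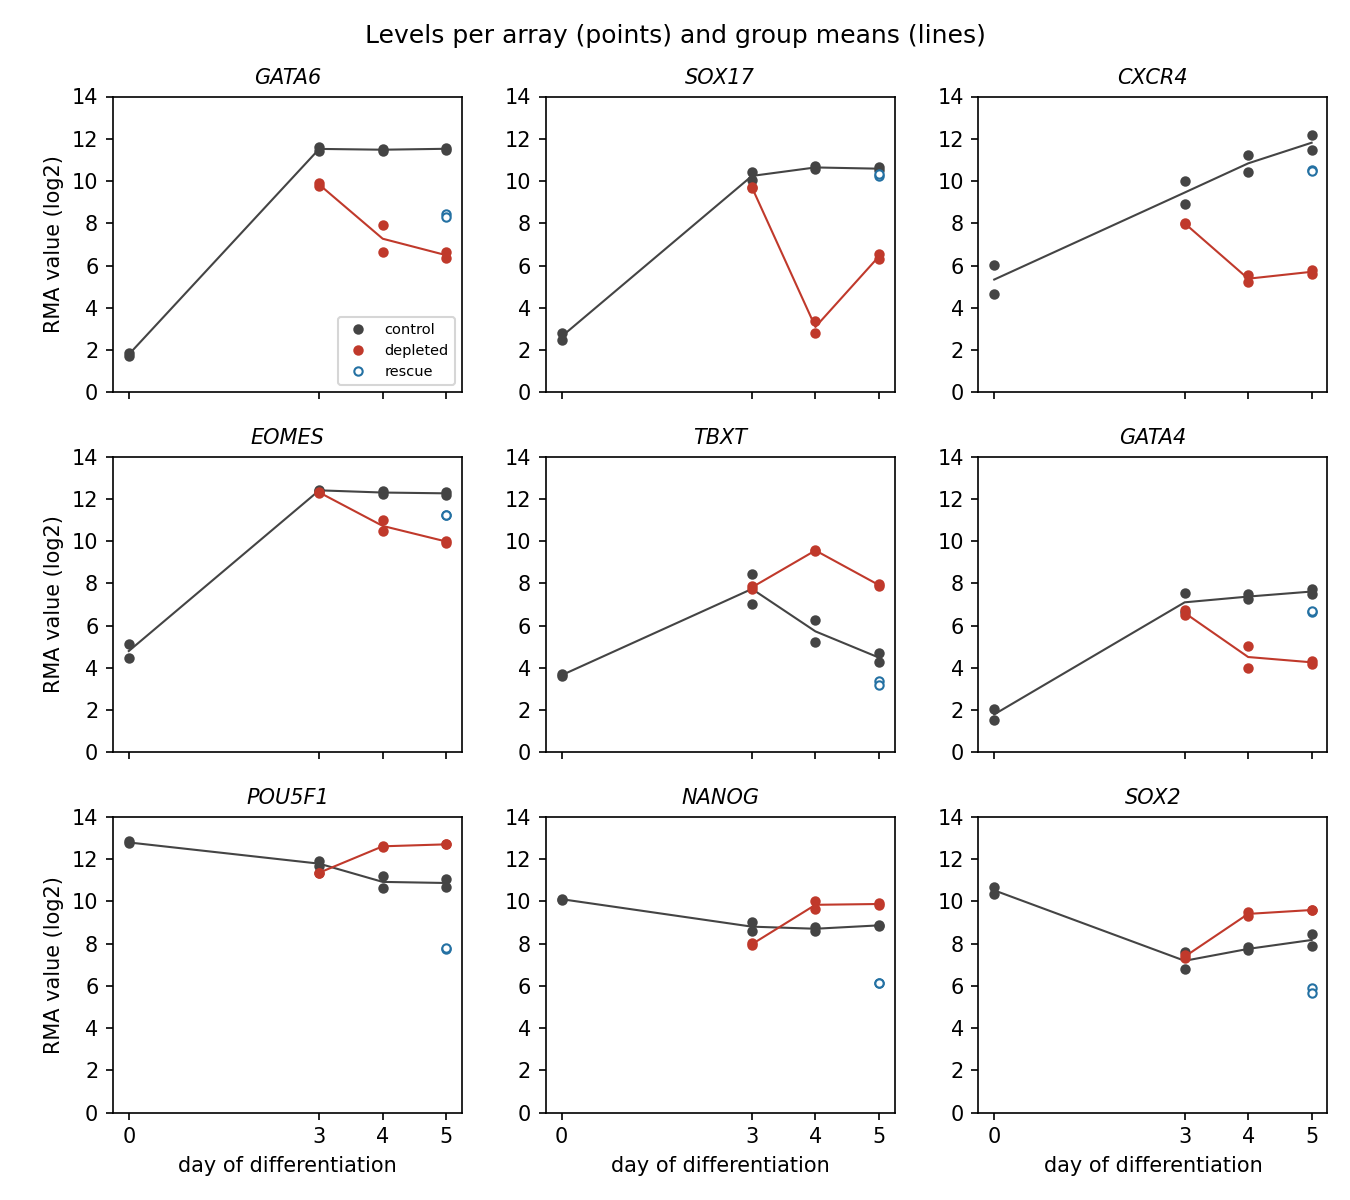
Levels in log2 of GATA6, SOX17, CXCR4, EOMES, TBXT, GATA4, POU5F1, NANOG and SOX2 by day, with 1 point per array and lines through the means of 2 arrays, for control, depleted and rescue cells. GATA6 stays near 11.5 in control cells and reaches 6.49 in depleted cells at day 5, while SOX17 reaches 3.10 at day 4 and 6.43 at day 5 in depleted cells.

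The comparison of control day 5 with day 0 asked which genes marked differentiation. GATA6 rose from background by 9.73 ± 0.28 (adjusted p = 3.20e-10). SOX17, the HMG-box factor of definitive endoderm, rose by 7.95 ± 0.19, with the homeobox factors GSC (8.84 ± 0.29) and LHX1 (8.11 ± 0.33), and the T-box factor EOMES (7.46 ± 0.20). ERBB4, a receptor tyrosine kinase (9.50 ± 0.38), RHOBTB3 (7.97 ± 0.27), the chemokine receptor ACKR3 (7.54 ± 0.29), the thyroid hormone deiodinase DIO3 (7.46 ± 0.27) and the gastrin receptor CCKBR (7.42 ± 0.41) completed the 10 largest rises. CER1, a secreted Nodal antagonist (7.11 ± 0.53), CXCR4, the chemokine receptor used to sort endoderm (6.47 ± 0.42), HHEX (5.85 ± 0.36), GATA4 (5.81 ± 0.31) and FOXA2 (2.86 ± 0.38) also rose. So did the apelin receptor APLNR (2.43 ± 0.54) and the WNT antagonist DKK1 (2.61 ± 0.54, and 1.43 without control day 5 replicate 1). The largest falls were in the galectin CLC (−7.06 ± 0.17), the G protein subunit GNA14 (−5.95 ± 0.32), TRIM22 (−5.55 ± 0.23) and the metallothioneins MT1M (−4.85 ± 0.37) and MT1H (−4.65 ± 0.33). They were followed by the chemokine CXCL5 (−4.28 ± 0.21), the thioredoxin-binding TXNIP (−4.23 ± 0.28), the metallothionein pseudogene MT1JP (−4.14 ± 0.40), the Notch ligand DNER (−4.14 ± 0.25) and the collagen COL12A1 (−4.14 ± 0.26). limma called 6158 of 18132 genes, 2881 higher and 3277 lower, of which 1271 were higher and 1046 lower by at least 1 log2.

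Of 19 measured definitive endoderm genes, 16 rose and 1 fell (16 and 1 adjusted over the list alone, camera adjusted p = 4.12e-12, and 0.0252 with an estimated correlation), with a median of 4.40. Examples were the receptor LGR5 (6.87 ± 0.25), FGF17 (5.56), PRDM1 (5.56) and the WNT antagonist FRZB (4.88), while the epithelial claudin CLDN6 fell (−0.63). Of 18 pluripotency genes, 14 fell and 2 rose (the same adjusted over the list alone, adjusted p = 2.09e-05, and 0.0579 with an estimated correlation). SOX2 (−2.35 ± 0.23), FOXD3 (−2.43 ± 0.34), POU5F1 (−1.92) and NANOG (−1.24) fell, and GDF3 (2.00) and SALL4 (1.20) rose. Of 16 mesendoderm genes, 8 rose (9 adjusted over the list alone, adjusted p = 2.31e-05, and 0.0773 with an estimated correlation). Of 22 cell cycle genes, 17 fell and none rose (18 fell adjusted over the list alone, adjusted p = 7.86e-09, and 0.0581 with an estimated correlation). MCM2 (−1.40 ± 0.14), RRM2 (−1.25 ± 0.16) and CCNA2 (−1.11 ± 0.13) were examples. In the extraembryonic endoderm list 8 of 15 rose and 2 fell (9 and 3 adjusted over the list alone, adjusted p = 2.30e-04, and 0.0579 with an estimated correlation). APOA2 rose (6.72 ± 0.57) and AFP fell (−3.24 ± 0.31). The WNT pathway list rose (9 of 19 higher and 1 lower, 10 and 1 adjusted over the list alone, adjusted p = 5.50e-04, and 0.025 with an estimated correlation). The list of GATA factors and their cofactors without GATA6 rose (6 of 7 higher, 6 adjusted over the list alone, adjusted p = 1.71e-04, and 0.025 with an estimated correlation). That of adhesion and epithelial to mesenchymal transition rose too (9 of 16 higher and 2 lower, the same adjusted over the list alone, adjusted p = 0.00378, and 0.0384 with an estimated correlation). Of 17 genes of the endoplasmic reticulum and integrated stress response, 8 rose and 1 fell (the same adjusted over the list alone, adjusted p = 0.00856, and 0.353 with an estimated correlation). That call was lost without control day 5 replicate 2 (adjusted p = 0.109). The listed genes that the study named for day 3, picked on these samples, rose in 15 of 15 (15 adjusted over the list alone, adjusted p = 7.63e-14, and 0.025 with an estimated correlation). The study drew them from genes enriched in day 5 endoderm over undifferentiated cells, so their choice fixed this rise.

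The other lists did not pass in this comparison. In the mesoderm list 6 of 21 were higher and 2 lower (6 and 3 adjusted over the list alone, adjusted p = 0.0644). The p53 and apoptosis list had 2 of 19 higher and 8 lower (2 and 8 adjusted over the list alone, adjusted p = 0.0601), and the housekeeping list 1 of 11 and 4 (1 and 4, adjusted p = 0.0621). In the neuroectoderm list 3 of 16 were higher and 3 lower (4 and 4 adjusted over the list alone, adjusted p = 0.965). OTX2 (5.05 ± 0.56) and PAX6 (4.06 ± 0.23) rose and SOX3 fell (−3.36 ± 0.32). The trophoblast and amnion list had 2 of 14 higher and 3 lower (2 and 3 adjusted over the list alone, adjusted p = 0.965), and the fibroblast list 3 of 15 and 5 (4 and 5, adjusted p = 0.965). The interferon list had 3 of 17 and 4 (3 and 4 adjusted over the list alone, adjusted p = 0.965), and the FGF pathway list 4 of 18 and 6 (4 and 6, adjusted p = 0.965). The list of Nodal and BMP targets had 6 of 16 higher and 8 lower (6 and 8 adjusted over the list alone, adjusted p = 0.693). Median, mean and test differed in sign for Nodal and BMP targets (−0.38, 0.51, up), neuroectoderm (−0.07, 0.24, up), trophoblast and amnion (−0.16, 0.07, down), fibroblasts (0.11, 0.07, down), interferon (−0.06, 0.01, down) and the FGF pathway (0.01, −0.01, down).

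The comparison of depleted with control cells at day 3 asked what the loss of GATA6 changed early, when SOX17, EOMES and GSC were already high in both. The largest rises were in the extracellular matrix protein RELN (16.8-fold, 4.07 ± 0.23, adjusted p = 1.52e-06), the opioid precursor PENK (3.52 ± 0.30), the WNT agonist RSPO3 (3.01 ± 0.34), and the integrin ITGA8 (3.01 ± 0.40). Next came the zinc finger factor SNAI2 (3.00 ± 0.39), the ferroxidase HEPH (2.69 ± 0.19), BEX5 (2.69 ± 0.28) and the leucine zipper factor MAF (2.65 ± 0.22). The largest falls were in the cancer-testis antigen CT83 (−3.88 ± 0.21, adjusted p = 1.52e-06), MDGA2 (−3.39 ± 0.22), and AKAP19 (−3.37 ± 0.34). CCDC152 (−3.03 ± 0.21), ERBB4 (−2.84 ± 0.38), the RNA-binding RBM46 (−2.75 ± 0.34) and the ribonuclease RNASE1 (−2.64 ± 0.28) followed. Also among the 10 largest in their direction were PCDH8 (2.70), NCR1 (−3.06), the proteoglycan LUM (−2.80) and APOA2 (−2.77), whose calls leaving out 1 array of day 3 ended. PCDH8 lost its call without replicate 2 of control or depleted cells (1.77 to 2.43, adjusted p 0.0623 to 0.082), and NCR1 without depleted replicate 1 (−2.85, adjusted p = 0.058), while without control replicate 2 it kept it at −1.95. For LUM it was control replicate 2 or depleted replicate 1 (−2.43 to −2.01, adjusted p 0.114 to 0.145), and for APOA2 control replicate 2 or either depleted array (−2.83 to −1.62, adjusted p 0.0936 to 0.0972). NOG, a BMP antagonist (−1.74 ± 0.23), BMP7 (−1.18 ± 0.16) and DPPA2 (−1.80 ± 0.21) fell, and DKK3 (1.60 ± 0.25), PGF (1.69 ± 0.19) and the homeobox factor MSX1 (1.27 ± 0.19) rose. Of the endoderm regulators, HHEX fell (−1.57 ± 0.36, adjusted p = 0.0314). It did not pass without control replicate 2, either depleted array of day 3 or either rescue array (−1.65 to −1.26, adjusted p 0.0511 to 0.196). SOX17 (−0.54 ± 0.19, adjusted p = 0.147), GATA4 (−0.50 ± 0.31, 0.456), FOXA2 (−0.36 ± 0.38, 0.715), GSC (−0.26 ± 0.29, 0.734), EOMES (−0.10 ± 0.20, 0.868), CER1 (−0.10 ± 0.53, 0.956) and CXCR4 (−1.46 ± 0.42, 0.082) did not pass. CXCR4 had 4 probe sets (−1.67 to −1.43), of which 1 was called lower on its own, and the methods' thresholds called CXCR4 lower. DKK1 rose (2.62 ± 0.54, adjusted p = 0.017), a call lost without any single array of day 3 (2.50 to 2.74, adjusted p 0.0528 to 0.119).

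In all, 680 genes were called at day 3, 325 higher and 355 lower. The count was 327 without control replicate 2, 254 without depleted replicate 1 and 326 without depleted replicate 2. The pluripotency list fell (6 of 18 lower, 9 adjusted over the list alone, adjusted p = 4.35e-06, and 0.199 with an estimated correlation). DPPA2 and the TGF-beta ligand GDF3 (−1.24 ± 0.18) were among the 6. The 15 listed genes of those that the study itself named for day 3, without GATA6 and SRY, held 2 higher and 6 lower (3 and 11 adjusted over the list alone, adjusted p = 0.00139, and 0.317 with an estimated correlation). They were chosen on these samples and are not independent evidence of a direction. In the definitive endoderm list 1 of 19 was lower (2 adjusted over the list alone, adjusted p = 0.0989), and in the p53 and apoptosis list 1 of 19 was higher (1, adjusted p = 0.0516). In the adhesion list 2 of 16 were higher (5 higher and 1 lower adjusted over the list alone, adjusted p = 0.0516). No member of the cell cycle list was called (0 adjusted over the list alone, adjusted p = 0.664). Median and mean differed in sign for fibroblasts (−0.06, 0.01, adjusted p = 0.664) and interferon (−0.02, 0.05, adjusted p = 0.773). In simulated data with this spread and this number of arrays, limma recovered 14.9% of 67 genes at 0.5 log2, 92.5% of 67 at 1 and 98.5% of 66 at 2.

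At day 4 RNA from depleted cultures held most of the endoderm programme at a lower level than control. The study reported apoptosis and falling cell numbers in depleted cultures by this day. It allowed that loss of endoderm cells could explain part of the lower expression at late stages. Bulk arrays cannot separate such loss from lower expression per cell. SOX17 fell to about its day 0 level (−7.55 ± 0.19, adjusted p = 2.20e-10) and ERBB4 by 8.54 ± 0.38. The other large falls were in the apolipoprotein APOA2 (−6.42 ± 0.57), CCKBR (−6.15 ± 0.41), the sialyltransferase ST8SIA4 (−6.08 ± 0.17) and the WNT antagonist SFRP1 (−6.04 ± 0.35). CCDC81 (−5.95 ± 0.36), the natural killer receptor NCR1 (−5.77 ± 0.52), TMEM150C (−5.76 ± 0.24) and the guidance cue SEMA3E (−5.70 ± 0.34) followed. CXCR4 (−5.46 ± 0.42), HHEX (−4.90 ± 0.36), GATA4 (−2.86 ± 0.31), CER1 (−2.84 ± 0.53), GSC (−2.76 ± 0.29), FOXA2 (−1.88 ± 0.38) and EOMES (−1.58 ± 0.20) fell as well. The neuropeptide precursor TAC1 (6.36 ± 0.59), TRIM22 (5.52 ± 0.23), the phospholipid-binding ANXA1 (5.49 ± 0.48), the smooth muscle actin ACTG2 (5.40 ± 0.65), and the prostaglandin dehydrogenase HPGD (5.40 ± 0.46) rose the most. The actin-bundling LCP1 (5.09 ± 0.62), the helix-loop-helix factors TWIST1 (4.76 ± 0.49) and ID4 (4.57 ± 0.45), GNA14 (4.46 ± 0.32) and IGFBP7 (4.39 ± 0.73) came next. TBXT, the brachyury factor of the primitive streak, rose by 3.83 ± 0.37 and SOX3 by 3.98 ± 0.32. APLNR (1.00 ± 0.54, adjusted p = 0.207), DKK1 (0.51 ± 0.54, 0.554) and DKK4 (1.75 ± 0.73, 0.0984) did not pass. limma called 5108 genes, 2689 higher and 2419 lower.

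By list at day 4, 15 of 19 definitive endoderm genes fell and 1 rose (the same adjusted over the list alone, adjusted p = 2.23e-11, and 0.0982 with an estimated correlation). The median was −3.07. Of 18 pluripotency genes, 11 rose and 2 fell (11 and 3 adjusted over the list alone, adjusted p = 7.04e-04, and 0.155 with an estimated correlation). Risers were KLF4 (2.98 ± 0.35), POU5F1 (1.68 ± 0.17), SOX2 (1.66 ± 0.23) and NANOG (1.13), and GDF3 (−0.97) and SALL4 (−0.80) fell. Of 19 p53 and apoptosis genes, 14 rose (16 adjusted over the list alone, adjusted p = 3.18e-08, and 0.155 with an estimated correlation). Among them were the death receptor FAS (2.95 ± 0.31), the cell cycle inhibitor CDKN1A (2.41 ± 0.38), PHLDA3 (1.89 ± 0.30) and PMAIP1 (1.79 ± 0.22). Of 22 cell cycle genes, 12 rose and 1 fell (15 and 1 adjusted over the list alone, adjusted p = 3.45e-05, and 0.205 with an estimated correlation). MCM7 (0.99 ± 0.12) and RRM2 (0.98 ± 0.16) led them. The extraembryonic endoderm list fell (7 of 15 lower and 3 higher, 8 and 3 adjusted over the list alone, adjusted p = 0.0044, and 0.155 with an estimated correlation). So did the GATA list (4 of 7 lower, 4 adjusted over the list alone, adjusted p = 0.0139, and 0.13 with an estimated correlation). The study's day 3 genes, not independent evidence, were lower in 13 of 15 and higher in 1 (the same adjusted over the list alone, adjusted p = 3.99e-08, and 0.0982 with an estimated correlation). Median and test differed in sign for adhesion (0.12, down), and median and mean for housekeeping (−0.04, 0.10), mesoderm (−0.09, 0.02) and the FGF pathway (−0.01, 0.01), none of which passed (adjusted p = 0.954, 0.66, 0.954 and 0.913).

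At day 5 the same regulators were lower than in control. ERBB4 (−7.32 ± 0.38), APOA2 (−7.21 ± 0.57), the calcium-binding S100A14 (−6.89 ± 0.54), NCR1 (−6.28 ± 0.52) and SEMA3E (−6.26 ± 0.34) fell the most. The interferon-inducible BST2 (−6.23 ± 0.42), DIO3 (−6.22 ± 0.27), CCKBR (−6.18 ± 0.41), ST8SIA4 (−6.14 ± 0.17) and TMEM100 (−6.12 ± 0.28) were next. CXCR4 fell 69-fold (−6.11 ± 0.42, adjusted p = 4.42e-07). Lower too were HHEX (−5.43 ± 0.36), GSC (−4.37 ± 0.29), SOX17 (−4.15 ± 0.19), GATA4 (−3.35 ± 0.31), CER1 (−3.05 ± 0.53), FOXA2 (−2.41 ± 0.38) and EOMES (−2.28 ± 0.20). HPGD rose the most (6.29 ± 0.46, adjusted p = 6.31e-07), followed by LCP1 (6.07 ± 0.62), TAC1 (6.03 ± 0.59), ANXA1 (5.82 ± 0.48), and TRIM22 (5.77 ± 0.23). ACTG2 (5.40 ± 0.65), TWIST1 (5.39 ± 0.49), GNA14 (5.18 ± 0.32), the BMP antagonist GREM1 (4.66 ± 0.47) and SERTAD4 (4.62 ± 0.24) rose as well. TBXT was higher by 3.43 ± 0.37 and SOX3 by 4.56 ± 0.32, while PAX6 was lower (−3.86 ± 0.23). DKK1 rose (2.19 ± 0.54, adjusted p = 0.00677), by 3.38 without control day 5 replicate 1 and 1.01 without replicate 2, and DKK4 did not pass (1.73 ± 0.73, adjusted p = 0.0907). The rise of APLNR (1.96 ± 0.54, adjusted p = 0.0133) was lost without control day 5 replicate 2 or depleted day 5 replicate 1 (1.17 to 1.82, adjusted p 0.0791 to 0.157). limma called 5904 genes, 2998 higher and 2906 lower.

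**Figure D3:**
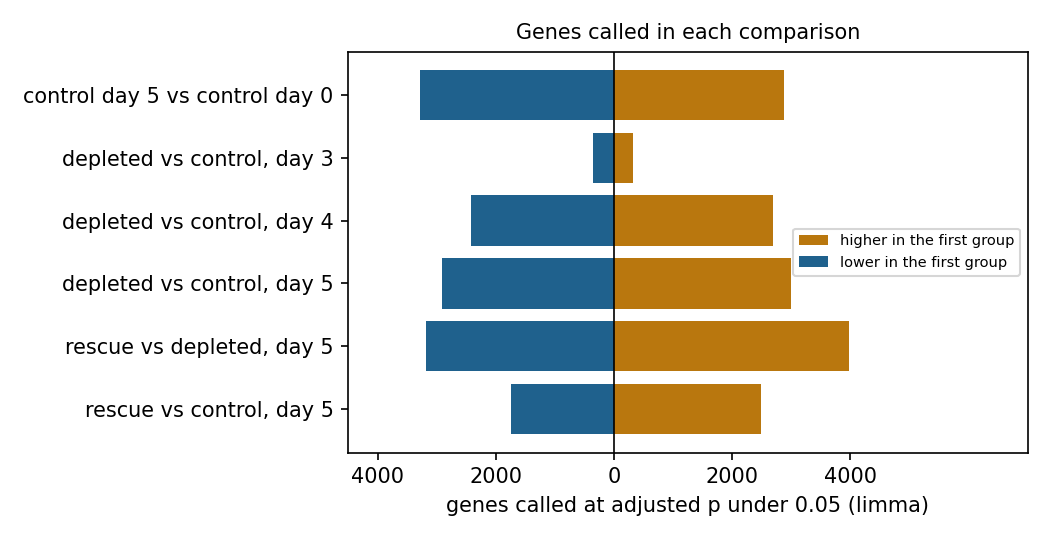
Numbers of genes called higher (bars to the right) and lower (bars to the left) of 18132 in each of the 6 comparisons of 2 groups. Depletion changed 680 genes at day 3, 5108 at day 4 and 5904 at day 5.

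By list at day 5, 15 of 19 definitive endoderm genes fell and 1 rose (16 and 1 adjusted over the list alone, adjusted p = 2.03e-11, and 0.0884 with an estimated correlation). FRZB (−5.76 ± 0.39) and FGF17 (−4.16 ± 0.42) were among them. Of 19 p53 and apoptosis genes, 12 rose (12 adjusted over the list alone, adjusted p = 2.58e-06, and 0.303 with an estimated correlation). Examples were FAS (3.79 ± 0.31), CDKN1A (2.44 ± 0.38), PHLDA3 (2.16 ± 0.30) and TP53I3 (2.14 ± 0.17). Of 22 cell cycle genes, 17 rose and 1 fell (the same adjusted over the list alone, adjusted p = 6.26e-04, and 0.38 with an estimated correlation). MCM7 rose (0.91 ± 0.12) and MCM6 fell (−1.04 ± 0.19). The extraembryonic endoderm list fell (8 of 15 lower and 3 higher, the same adjusted over the list alone, adjusted p = 0.00715, and 0.257 with an estimated correlation). APOA1 (−3.63 ± 0.37) and the laminin LAMA1 (−2.75 ± 0.10) fell and AFP rose (3.70 ± 0.31). The GATA list fell (3 of 7 lower, 4 adjusted over the list alone, adjusted p = 0.00731, and 0.0884 with an estimated correlation). These were GATA4, GATA3 (−1.43 ± 0.23) and the cofactor ZFPM2 (−3.52 ± 0.28). The study's day 3 genes were lower in 12 of 15 and higher in 1 (the same adjusted over the list alone, adjusted p = 5.04e-08, and 0.0884 with an estimated correlation). The pluripotency list had 9 of 18 higher and 4 lower (10 and 4 adjusted over the list alone) and did not pass (adjusted p = 0.0995). POU5F1 (1.83 ± 0.17), KLF4 (2.05 ± 0.35), SOX2 (1.42 ± 0.23) and NANOG (1.01) were higher, and GDF3 (−2.51 ± 0.18) and SALL4 (−1.10) lower.

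Markers of other lineages moved both ways at day 5 and none of their lists passed. Mesoderm had 4 of 21 higher and 2 lower (4 and 2 adjusted over the list alone, adjusted p = 0.586), and neuroectoderm 5 of 16 and 4 (6 and 5, adjusted p = 0.848). Trophoblast and amnion had 3 of 14 and 1 (3 and 1 adjusted over the list alone, adjusted p = 0.427), and fibroblasts 5 of 15 and 2 (5 and 4, adjusted p = 0.716). Among them POSTN (3.64 ± 0.39) and ACTA2 (3.15 ± 0.30) rose, LUM fell (−4.40 ± 0.56), and TFAP2C rose (2.80 ± 0.34). Nodal and BMP targets had 8 of 16 higher and 4 lower (8 and 4 adjusted over the list alone, adjusted p = 0.276). ID4 (4.34 ± 0.45) and ID2 (3.07 ± 0.26) rose and SMAD6 fell (−2.76 ± 0.24). The FGF pathway list had 4 of 18 higher and 7 lower (4 and 7 adjusted over the list alone, adjusted p = 0.276). The phosphatase DUSP4 fell (−3.58 ± 0.20) and FGF2 rose (2.03 ± 0.21). The signs of median, mean and test differed for mesendoderm (0.03, −0.49, down, adjusted p = 0.3), the WNT pathway (0.07, −0.10, down, adjusted p = 0.917), neuroectoderm (0.13, −0.04, up) and fibroblasts (−0.02, 0.51, up).

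**Figure D4:**
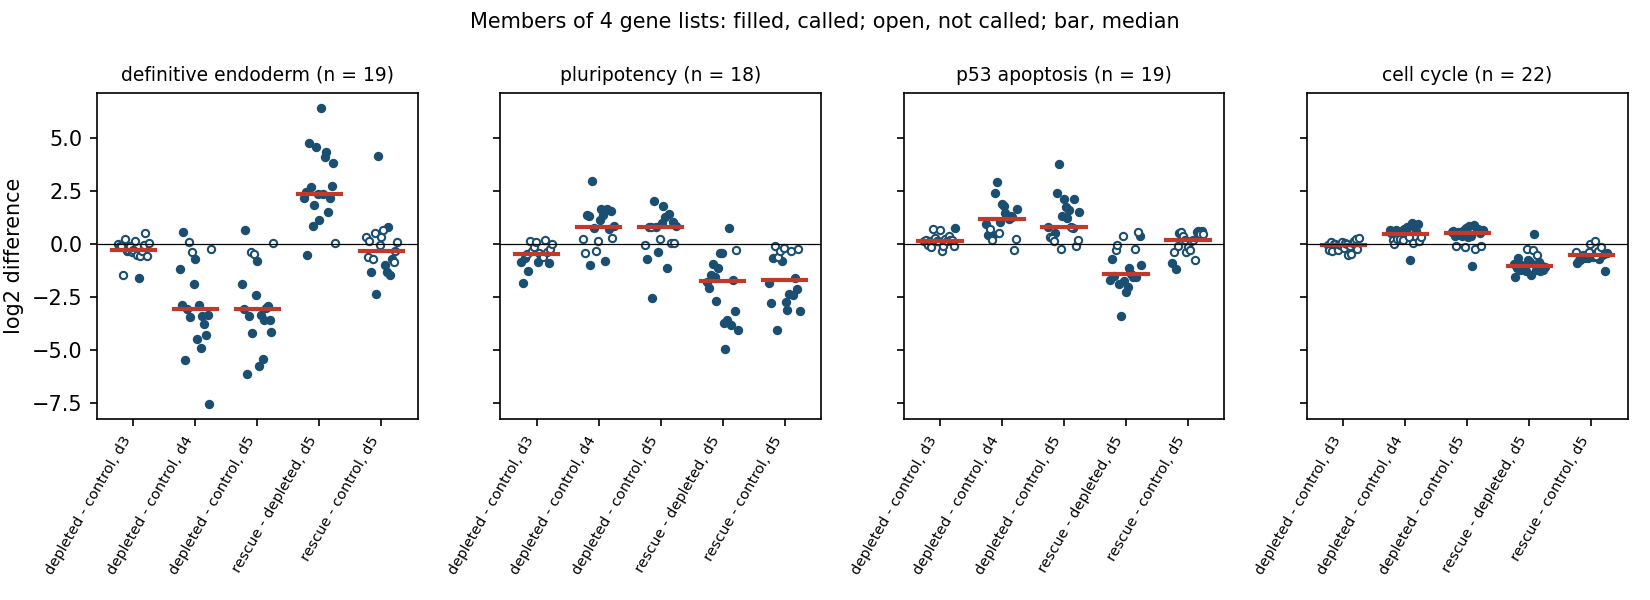
Log2 differences of the measured members of the definitive endoderm (19), pluripotency (18), p53 and apoptosis (19) and cell cycle (22) lists in 5 comparisons, 1 point per gene, filled where called, with a bar at the median. The definitive endoderm median is −0.26, −3.07 and −3.05 under depletion at days 3, 4 and 5, and 2.39 between rescue and depleted cells.

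The days were compared directly to ask whether the effect of depletion grew. Between days 3 and 5 the effect became more negative for CXCR4 (−4.65 ± 0.60), GSC (−4.10 ± 0.42), HHEX (−3.86 ± 0.51), SOX17 (−3.61 ± 0.27), GATA4 (−2.85 ± 0.44) and EOMES (−2.18 ± 0.28). The largest such shifts were in DIO3 (−6.32 ± 0.39), the potassium channel KCNK12 (−6.13 ± 0.45), FRZB (−5.89 ± 0.55), CCKBR (−5.80 ± 0.57) and SEMA3E (−5.63 ± 0.48). It became more positive for TAC1 (5.70 ± 0.84), TRIM22 (5.46 ± 0.33), C7orf57 (5.21 ± 0.37), HPGD (5.18 ± 0.65), ANXA1 (4.65 ± 0.69) and POU5F1 (2.26 ± 0.23). In this contrast 3243 genes were called, 1564 upward and 1679 downward. Between days 3 and 4 it was 2775, and 1690 without depleted day 4 replicate 2, with the largest shifts in SOX17 (−7.00 ± 0.27) and TAC1 (6.04 ± 0.84). Days 4 and 5 differed in 17 genes, 4 upward and 13 downward, with 1652 at an unadjusted p under 0.05. SOX17 led them: its level was 3.10 in depleted cells at day 4 and 6.43 at day 5, so that its loss was smaller at day 5 (3.39 ± 0.27, adjusted p = 2.70e-04). The 17 became 1 without control day 4 replicate 1 or depleted day 5 replicate 1, and 2 without control day 5 replicate 2, depleted day 4 replicate 1, depleted day 5 replicate 2 or either rescue array. It was 5 without control day 4 replicate 2, 6 without either depleted day 3 array, 11 without depleted day 4 replicate 2 and 75 without control day 5 replicate 1.

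To ask how much of the endoderm programme was lower under depletion, the 1271 genes higher in control day 5 than day 0 by at least 1 log2 were followed. Depletion lowered 126 of them at day 3 (9.9%), among them ERBB4 and CCDC152, then 960 at day 4 (75.5%) and 1074 at day 5 (84.5%). CXCR4, HHEX, SOX17, GATA4, FOXA2, GSC, EOMES and CER1 were lowered at both later days. It raised 36, 29 and 19 of them. The counts of the later days include any effect of the loss of endoderm cells, which bulk arrays cannot separate from lower expression per cell. Of the other 16861 genes, 1.4%, 8.7% and 10.9% were lowered, giving odds ratios of 7.99 at day 3 (Fisher's exact test across genes, two-sided p = 2.35e-56), 32.6 at day 4 and 44.7 at day 5. Genes are not independent, and the control arrays of day 5 enter both the choice of genes and the day 5 difference. In 20 simulated sets without an effect at day 5, 0 enriched genes were called lower. The absence of an effect all but fixes that result, so these sets cannot measure what the sharing adds. The differences at days 3 and 4 share no array with the choice of genes. At each day, however, the enriched genes had been chosen for a raised level in control cells. The other genes include those near background, which have little room to fall. Part of each odds ratio may follow from that choice, and genes were not matched by level. The number of enriched genes lowered at day 3 was 237 without control day 3 replicate 1 and 35 without control day 3 replicate 2. It was 37 without depleted day 3 replicate 1 and 66 without depleted day 3 replicate 2. With the methods' thresholds 420 genes were enriched, of which 48, 218 and 267 were lowered and 16, 1 and 0 raised at days 3, 4 and 5, so that 15.2%, 52.1% and 63.6% were altered.

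Rescue was compared with depletion at day 5 to ask which changes re-expression of GATA6 undid. CCKBR rose 137-fold (7.10 ± 0.41, adjusted p = 6.70e-08). It was followed by EPSTI1, an interferon-inducible gene (6.87 ± 0.27), ERBB4 (6.53 ± 0.38), FRZB (6.42 ± 0.39) and SEMA3E (6.39 ± 0.34). NCR1 (5.91 ± 0.52), the angiopoietin ANGPT2 (5.56 ± 0.30), PLCXD3 (5.27 ± 0.65), BST2 (5.20 ± 0.42) and KCNK12 (4.96 ± 0.32) rose next. CXCR4 (4.79 ± 0.42), HHEX (4.13 ± 0.36), SOX17 (3.86 ± 0.19), GSC (3.07 ± 0.29), CER1 (2.47 ± 0.53), GATA4 (2.39 ± 0.31), FOXA2 (2.37 ± 0.38) and EOMES (1.26 ± 0.20) rose. The apelin receptor ligand APELA (−7.40 ± 0.52), IGFBP7 (−6.66 ± 0.73), TRIM22 (−6.04 ± 0.23), TAC1 (−6.01 ± 0.59), and the WNT modulator SFRP2 (−5.72 ± 0.20) fell the most. The pseudogene POU5F1P3 (−5.52 ± 0.18), GNA14 (−5.49 ± 0.32), HPGD (−5.43 ± 0.46), TAF9B (−5.28 ± 0.20) and the hyaluronan receptor CD44 (−5.21 ± 0.36) came after them. APLNR fell (−3.19 ± 0.54), as did DKK1 (−1.81 ± 0.54, adjusted p = 0.0165). The DKK1 call was lost without either depleted or either rescue array of day 5 (−1.90 to −1.71, adjusted p 0.0562 to 0.083). limma called 7156 genes, 3973 higher and 3183 lower.

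Of the definitive endoderm list 17 of 19 rose and 1 fell (the same adjusted over the list alone, adjusted p = 1.66e-09, and 0.0972 with an estimated correlation). FOXA1 (4.59 ± 0.17) and the receptor KIT (4.37 ± 0.25) were among them. Of the pluripotency list 16 of 18 fell and 1 rose (the same adjusted over the list alone, adjusted p = 6.75e-10, and 0.0528 with an estimated correlation). POU5F1 (−4.93 ± 0.17), ZFP42 (−4.02 ± 0.15), SOX2 (−3.81 ± 0.23) and NANOG (−3.73 ± 0.16) fell the most. Cell cycle genes fell in 18 of 22 and rose in 1 (the same adjusted over the list alone, adjusted p = 2.17e-09, and 0.103 with an estimated correlation), such as the kinases AURKB (−1.52 ± 0.12) and PLK1 (−1.25 ± 0.17). The p53 and apoptosis genes fell in 13 of 19 and rose in 1 (14 and 2 adjusted over the list alone, adjusted p = 8.36e-05, and 0.269 with an estimated correlation). They included FAS (−3.39 ± 0.31), PHLDA3 (−2.26 ± 0.30) and CDKN1A (−1.86 ± 0.38). Mesoderm genes fell in 10 of 21 and rose in 1 (the same adjusted over the list alone, adjusted p = 0.00874, and 0.176 with an estimated correlation), as in BMP4 (−2.17 ± 0.33) and the VEGF receptor KDR (−1.90 ± 0.25). Adhesion genes rose in 8 of 16 and fell in 1 (the same adjusted over the list alone, adjusted p = 0.0218, and 0.103 with an estimated correlation), led by CLDN3 (3.61 ± 0.18). The study's day 3 genes rose in 9 of 15 and fell in 2 (10 and 2 adjusted over the list alone, adjusted p = 0.00874, and 0.269 with an estimated correlation), and are not independent evidence. TBXT fell (−4.64 ± 0.37). The fibroblast list did not pass (5 of 15 higher and 4 lower, 5 and 5 adjusted over the list alone, adjusted p = 0.918), with a median of 0.04, a mean of −0.20 and a test downward.

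Rescue was compared with control at day 5 to ask what remained different. SOX17 (−0.29 ± 0.19, adjusted p = 0.316), FOXA2 (−0.04 ± 0.38, 0.957) and CER1 (−0.58 ± 0.53, 0.494) did not differ past the threshold, and EOMES remained lower (−1.02 ± 0.20, adjusted p = 0.00254). TMEM100 was lower (−6.12 ± 0.28, adjusted p = 5.19e-08), with APELA (−5.22 ± 0.52), the neuropeptide NMU (−4.50 ± 0.22), TAF9B (−4.42 ± 0.20) and APOA2 (−4.12 ± 0.57). Also lower were ADAMTS18 (−4.09 ± 0.51), GDF3 (−4.06 ± 0.18), the transcription factor STAT4 (−3.91 ± 0.21), AKAP19 (−3.77 ± 0.34) and VASH2 (−3.69 ± 0.18). Higher than in control were LCP1 (4.93 ± 0.62), the forkhead factor FOXA1 (4.15 ± 0.17), HEPH (3.99 ± 0.19), PWWP3B (3.98 ± 0.27) and the protocadherin PCDHB16 (3.84 ± 0.15). So were ADAMTS5 (3.76 ± 0.48), the kinase inhibitor CDKN2B (3.70 ± 0.21), PCDHB17P (3.69 ± 0.29), the immunoproteasome subunit PSMB9 (3.65 ± 0.15) and DACH1 (3.62 ± 0.37). GATA4 (−0.96 ± 0.31, adjusted p = 0.0407), HHEX (−1.30 ± 0.36, 0.02), GSC (−1.30 ± 0.29, 0.00688) and CXCR4 (−1.31 ± 0.42, 0.0398) were lower, but each call was lost with 1 array left out. For HHEX this was either array of control day 5 or rescue (−1.41 to −1.20, adjusted p 0.0696 to 0.12). For GSC it was control day 5 replicate 2 or rescue replicate 1 (−1.26 to −1.03, adjusted p 0.0503 to 0.0722). For GATA4 it was either array of control days 4 and 5, depleted days 3 and 5 or rescue (−1.06 to −0.85, adjusted p 0.0504 to 0.178). For CXCR4 it was control day 5 replicate 2 or either array of depleted days 3, 4 and 5 or rescue (−1.34 to −0.96, adjusted p 0.0506 to 0.25).

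In all, 4230 genes were called, 2494 higher and 1736 lower. The count was 2716 without control day 5 replicate 2, 2187 without rescue replicate 1 and 2194 without rescue replicate 2. With cyclic loess scaling 1882 of 4038 were higher and 2156 lower, so that the balance of directions turned. The pluripotency list was lower in 12 of 18 (13 adjusted over the list alone, adjusted p = 1.93e-14, and 0.0164 with an estimated correlation), as in ZFP42 (−3.15 ± 0.15), POU5F1 (−3.10 ± 0.17) and DPPA2 (−2.76 ± 0.21). The WNT list was lower in 6 of 19 with 1 higher (8 and 1 adjusted over the list alone, adjusted p = 3.27e-04, and 0.026 with an estimated correlation). SFRP2 (−3.61 ± 0.20) and LGR4 (−2.27 ± 0.19) were examples. The mesendoderm list was lower in 7 of 16 (8 adjusted over the list alone, adjusted p = 3.82e-05, and 0.0986 with an estimated correlation), LHX1 (−3.30 ± 0.33) and MIXL1 (−1.67 ± 0.19) among them. The cell cycle list was lower in 15 of 22 (18 adjusted over the list alone, adjusted p = 4.30e-08, and 0.0986 with an estimated correlation), as in TOP2A (−1.27 ± 0.19). The FGF pathway was lower in 7 of 18 and higher in 1 (8 and 1 adjusted over the list alone, adjusted p = 9.63e-04, and 0.175 with an estimated correlation). Extraembryonic endoderm was lower in 7 of 15 (7 adjusted over the list alone, adjusted p = 0.0012, and 0.0986 with an estimated correlation). Mesoderm was lower in 5 of 21 (5 adjusted over the list alone, adjusted p = 0.00935, and 0.119 with an estimated correlation). The GATA list was lower in 4 of 7 and higher in 1 (the same adjusted over the list alone, adjusted p = 0.0316, and 0.0986 with an estimated correlation). The study's day 3 genes were lower in 10 of 15 (11 lower and 1 higher adjusted over the list alone, adjusted p = 4.17e-07, and 0.0697 with an estimated correlation), and are not independent evidence. The stress response list was lower in 7 of 17 (7 adjusted over the list alone, adjusted p = 0.0289, and 0.396 with an estimated correlation). That call was lost without control day 5 replicate 2 (adjusted p = 0.2). Housekeeping genes were higher in 5 of 11 (5 higher and 1 lower adjusted over the list alone, adjusted p = 0.00271, and 0.0582 with an estimated correlation), among them B2M (1.93 ± 0.10). Interferon genes were higher in 6 of 17 and lower in 2 (the same adjusted over the list alone, adjusted p = 0.0452, and 0.125 with an estimated correlation), as in IFIH1 (1.53 ± 0.13) and IFI6 (1.29 ± 0.18). That call was lost without either control day 3 array, control day 5 replicate 1 or rescue replicate 1 (adjusted p 0.0502 to 0.105). The definitive endoderm list did not pass (2 of 19 higher and 6 lower, 3 and 6 adjusted over the list alone, adjusted p = 0.35). Nor did neuroectoderm (median 0.03, mean −0.28, test downward, adjusted p = 0.251) or trophoblast and amnion (0.03, 0.02, downward, adjusted p = 0.796), whose signs differed.

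Among the 1074 endoderm-enriched genes lowered at day 5, 848 (79%) were higher in rescue than in depleted cells. CCKBR, EPSTI1, ERBB4, FRZB and SEMA3E regained the most in absolute terms, and the median gene regained 82.4% of its loss, with quartiles at 48.6% and 118.6%. Of the 848, 504 were not called against control, 189 were still lower and 155 were above control. Of the remaining genes, 175 were still lower than control, as TMEM100 was, and 51 passed neither test. Counted against control alone, 555 of the 1074 (51.7%) were not called and 364 were lower. In simulated sets without any restoration 0.05 genes on average were called higher in rescue, a result that the absence of an effect all but fixes. With the methods' thresholds 184 of 267 genes (68.9%) were no longer called against control.

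**Figure D5:**
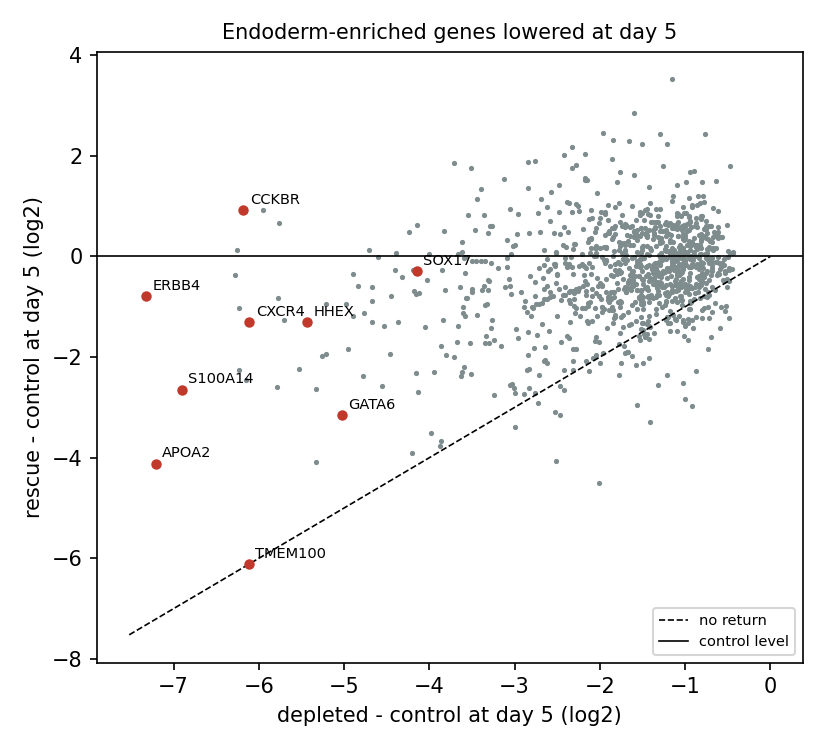
Log2 difference from control at day 5 in depleted cells (horizontal) and in rescue cells (vertical) for the 1074 endoderm-enriched genes lowered by depletion, 1 point per gene, with the dashed line where rescue would leave the loss as it was. Most points lie above the line, and TMEM100 lies at −6.12 on both axes.

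Across genes, the effects of depletion at days 4 and 5 correlated at r = 0.904, and 4078 genes were called in the same direction at both days against 9 in opposite directions, where independent lists would share 832. ERBB4, APOA2 and NCR1 fell and TAC1, HPGD and TRIM22 rose at both. Days 3 and 5 shared 376 genes in direction, ERBB4 and SNAI2 among them, against 75 in opposite directions and 111 for independent lists (r = 0.345). The change of control cells from day 0 to day 5 and the effect of depletion at day 4, which share no array, correlated at r = −0.74. Clustering of the 14 arrays after day 0 on the endoderm-enriched genes put the 4 depleted arrays of days 4 and 5 on a branch of their own. The next divisions set the 2 rescue arrays apart, joined control and depleted arrays of day 3, and joined control arrays of days 4 and 5. With correlation distance the smaller of the first 2 branches held the 2 rescue arrays instead.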

Values the study reported

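The study reported 464 genes enriched in definitive endoderm over undifferentiated cells. By its account 14.4% of them were affected at day 3, with 11 (2.4%) up and 56 (12.1%) down. At day 4 it counted 248 affected genes (53.4%), 247 of them down. At day 5 it counted 297 (64%), of which 295 (63.6%) were down, and in the rescue 213 of the 297 (72%) were no longer affected.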

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

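The tests of undifferentiated cells, of a mixture and of depletion itself, of hybridisation, of interferon and of the spiked control RNA, and the overlap over days 3 and 4 alone, were chosen after the results they bear on had been seen.

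In depleted cells of days 4 and 5, POU5F1 (12.60 and 12.69 log2 against 12.78) and NANOG (9.83 and 9.87 against 10.10) stood near their day 0 level, while the pluripotency list was lower than at day 0, in 8 of 18 genes with 1 higher at day 4 (median −0.40, 10 and 1 adjusted over the list alone, adjusted p = 9.86e-05, and 0.0733 with an estimated correlation) and in 9 with 1 higher at day 5 (median −0.52, 13 and 1 adjusted over the list alone, adjusted p = 5.33e-06, and 0.0477). Undifferentiated cells under a depleted label would leave endoderm and mesendoderm genes at their day 0 level. Their median difference at day 5 was 0.47 and inside the bound of 0.5 set for this. But 16 of the 35 genes were higher and 3 lower than at day 0, the mesendoderm list was higher (median 1.02, 9 of 16 genes, adjusted p = 1.26e-07, and 0.0477 with an estimated correlation) and EOMES stood at 9.98 against 4.80, which argues against such cells alone. A mixture of only undifferentiated cells and sampled control stages is argued against by 179 genes at least 1 log2 above all 4 control groups. Of these, 158 were lower in rescue than in depleted cells. No control array was taken between day 0 and day 3, so a mixture with cells of that interval stays open. The study reported apoptosis of depleted cells, and selective survival of some cells was not tested here. Depletion itself stays open as a candidate explanation, since the pluripotency list was lower in rescue than in depleted cells (median −1.71, adjusted p = 6.75e-10, and 0.0528 with an estimated correlation), although it was lower in rescue than in control cells too and the rescue arrays stand apart in their controls, and undifferentiated cells together with another state stay open as well.

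Rescue and control cells differed at day 5 in 4230 genes. Across genes, the difference between them correlated at 0.02 with that from control day 3 to day 4, so it did not extend that change. A later stage of the control time course stays open, because no array was later than day 5. A separate hybridisation may contribute: the bioB control of the rescue arrays reached at most 7.41 log2, below the 8.55 to 9.06 of the 12 control and depleted arrays of days 3 to 5, and as no other group shares that level it cannot be told apart from the rescue itself. By the fixed list an interferon response could not be decided either. The list had a median of 0.15, with 6 of 17 genes higher and 2 lower (adjusted p = 0.0452, and 0.125 with an estimated correlation). Antigen presentation genes outside that list were higher in rescue than control in 11 of 13 (median 1.93). They were chosen after their values had been seen, so they do not decide it. The transgene and doxycycline belong to the rescue group alone and were not tested.

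A set of 167 genes changed in the same direction in depleted cells at days 3, 4 and 5 and in rescue cells, 69 higher and 98 lower, such as HEPH (2.69 at day 3 and 3.99 in rescue), BEX5 (2.69 and 2.96), CT83 (−3.88 and −3.39) and AKAP19 (−3.37 and −3.77). This was 4.52 times the 36.9 genes that independent lists would share, part of which may come from the control day 5 arrays in both comparisons, but chance overlap is argued against by days 3 and 4, which share no array with the rescue comparison: of 369 genes changed alike at both, 187 changed the same way in rescue (42.6 for independent lists) and 35 the opposite way (43.4). Incomplete rescue may account for part, since the median gene regained 0.27 of its day 5 change, with quartiles at −0.11 and 0.51 and 58 genes under 0.1. That median was 0.38 for the lower genes and 0.19 for the higher genes. A lasting difference between the hairpin line and the empty vector line is also consistent with the values, since the median ratio of the rescue effect to the day 3 effect was 1.09, with quartiles at 0.82 and 1.49. Both stay open, because the genes were picked for remaining changed in rescue and these arrays include no depleted sample of day 0.

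The effect of depletion differed between days by the test of the difference itself, in 3243 genes between days 5 and 3 and in 2775 between days 4 and 3 (1690 without depleted day 4 replicate 2). Between days 5 and 4 it differed in 17, a number that leaving out 1 array moved to between 1 and 75. Of 53 genes named for depletion, 43 differed between days 5 and 3 and 40 between days 4 and 3. From day 3 to day 5 the effect shifted for GATA6 (−3.35), GATA4 (−2.85), SOX17 (−3.61), HHEX (−3.86), GSC (−4.10), EOMES (−2.18) and CXCR4 (−4.65). It shifted for FOXA2 (−2.05, −1.31 without control day 5 replicate 2, not called without control day 3 replicate 1, depleted day 3 replicate 1 or either depleted day 5 array, −2.08 to −1.78) and CER1 (−2.95, not called without depleted day 3 replicate 1 or depleted day 5 replicate 2, −2.85 to −2.77). The largest shifts were upward for TAC1 (5.70), TRIM22 (5.46), C7orf57 (5.21), HPGD (5.18) and ANXA1 (4.65), and downward for DIO3 (−6.32), KCNK12 (−6.13), FRZB (−5.89), CCKBR (−5.80) and SEMA3E (−5.63). The median shift of a list between days 3 and 5 was 1.12 for pluripotency, −2.86 for definitive endoderm, −0.56 for extraembryonic endoderm, 0.66 for p53 and apoptosis, 0.55 for cell cycle, −0.87 for adhesion and −2.26 for the study's day 3 genes. Between days 3 and 4 it was 1.23, −2.84, −0.72, 0.89 and 0.53 for the first 5 of these and −1.96 for the study's day 3 genes. None of these list shifts held with an estimated correlation (adjusted p from 0.102 to 0.304 between days 3 and 5 and from 0.0523 to 0.197 between days 3 and 4).

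From day 4 to day 5 the effect shifted upward for SOX17 (3.39), ABCC2 (1.95), TLR4 (1.16) and TMPRSS11E (1.07) and downward for GMPR (−2.23), SLC7A14 (−2.20), YPEL2 (−2.14), OR52A1 (−1.88) and SOX6 (−1.84). SOX17 kept its call without each array in turn. SOX6 lost it without control day 4 replicate 1 or depleted day 5 replicate 1 (−1.85 to −1.69). Each of the other 7 lost it without control day 4 replicate 1 or 2, control day 5 replicate 2, depleted day 4 replicate 1, either depleted day 5 array or either rescue array, and some without further arrays, with adjusted p from 0.0559 to 0.178. The pluripotency list shifted downward (median −0.24, 1 of 18 genes lower, 1 adjusted over the list alone, adjusted p = 0.00966, and 0.566 with an estimated correlation). That call was lost without control day 4 replicate 1, control day 5 replicate 2 or depleted day 4 replicate 2 (adjusted p 0.0524 to 0.344).

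In probe sets outside the comparisons, the poly-A control lys, RNA added before labelling, read 6.13 to 6.82 log2 on the 6 depleted arrays, above the 5.46 to 6.04 on the 6 control arrays of days 3 to 5, with 6.16 to 6.19 on the rescue arrays and 6.71 to 6.72 at day 0.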

How the results depend on the processing

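The fits without the day 0 and rescue arrays, and with the rescue arrays as 1 sample, were chosen after the data had been seen. No called result for a named gene or list reversed its direction in these settings. Of 839 results for named genes, the call was the same in 832 with cyclic loess, 830 with trended and robust moderation and 803 with the mean of all probe sets, where 2, 5 and 24 lost it, and in 12872 of the results with 1 array left out, where 447 lost it. The call was lost in 25 and the same in 534 with only the 2 groups, 17 and 178 with the rescue arrays as 1 sample, and 17 and 530 without the day 0 and rescue arrays. GATA6 has 1 probe set, so testing each on its own gave the same values. PDGFRA has 4, and 1 of them was called the other way between control days 5 and 0 (2.69 as used, −0.78 to 2.69 over all) and under depletion at day 5 (−1.21, −1.21 to 1.08). Some large rises rested on 1 of several probe sets. Under depletion these included IGFBP7 at day 4 (4.39 as used, 0.16 to 4.39 over 4) and ACTA2 at day 5 (3.15, −0.18 to 3.15 over 3). Replicate numbers are shared but pairing is not stated. Over 28 pairs of groups their residuals correlated at −0.068 to 0.253 (median 0.017), with 4 above 0.1, the highest between control days 3 and 4 (0.253) and days 4 and 5 (0.226). A block for them gave 6222, 716, 5134, 5945, 7201, 4311, 3306, 2870 and 17 genes in the 9 comparisons. A stricter threshold of 2-fold left 2317 genes for control day 5 with day 0, 258, 1794 and 2035 for depletion at days 3, 4 and 5, 2675 for rescue with depleted and 1110 for rescue with control. The methods' thresholds, applied to all probe sets, left 564, 352, 572, 566, 593 and 563, as well as 48, 218 and 267 lowered and 147 restored endoderm genes. With fewer arrays in a model of only the 2 groups, 3912 genes were called for control day 5 with day 0 and 161 for depletion at day 3. The rescue arrays as 1 sample left 2085 for rescue with control, where the replicates had r = 0.9983. The 17 genes between days 4 and 5 became 9 with the mean of all probe sets, 26 with trended and robust moderation and 6 without the day 0 and rescue arrays, and the cause was not tested. With an estimated correlation, which exceeded the preset for most lists, 7 of the 58 list calls held. With correlation distance the smaller branch held 2 arrays in place of 4, and the cause was not tested. Leaving out 1 array, which assumes that a lone array varies like the other groups, gave 254 to 943 genes for depletion at day 3, 2187 to 4660 for rescue with control and 1690 to 3152 between days 3 and 4. It gave 1 to 75 between days 4 and 5, 35 to 237 endoderm genes lowered at day 3, and a GATA6 difference of −1.772 to −1.605 at day 3. Without genes below the 25th percentile 34 of the 839 results could not be tested, 20 of them called, the 638 other called results kept their call, and 6 more passed.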

Other observations

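The gene families and genes here were chosen after their values had been seen, and were tested with camera and limma on the same data.

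Protocadherins of the beta cluster, cell surface cadherins of neural cells, were higher in depleted than control cells at day 3 in 8 of 16 (median 0.70, adjusted p = 3.16e-14, and 0.00381 with an estimated correlation). The family did not pass at day 4 (6 of 16 higher, adjusted p = 0.0709) or day 5 (1 of 16, adjusted p = 0.431), and the difference between days was not tested. In rescue 14 of 16 were higher than in control (median 1.27, adjusted p = 1.50e-11, and 0.00381 with an estimated correlation), as in PCDHB16 (3.84), PCDHB10 (2.35) and PCDHB12 (2.10). Against depleted cells 13 of 16 were higher (median 1.23, adjusted p = 1.66e-07, and 0.0132 with an estimated correlation). Antigen presentation genes were higher in rescue than control in 11 of 13 (median 1.93, adjusted p = 4.97e-16, and 0.00381 with an estimated correlation), with the immunoproteasome subunit PSMB9 (3.65), the transcription factor IRF1 (3.44), the peptide transporter TAP1 (3.22), the transactivator NLRC5 (2.75) and B2M (1.93). Against depleted cells 11 of 13 were higher and 1 lower (median 1.68, adjusted p = 1.52e-07, and 0.0297 with an estimated correlation). Depletion raised them too, in 8 of 13 with 1 lower at day 4 (median 0.59, adjusted p = 1.49e-04, and 0.0923 with an estimated correlation) and in 5 of 13 at day 5 (median 0.29, adjusted p = 0.00743, and 0.198 with an estimated correlation). At day 3 none of the 13 was called (adjusted p = 0.569). They were lower in 7 of 13 at control day 5 than at day 0 (median −0.94, adjusted p = 3.94e-05, and 0.0774 with an estimated correlation). Metallothioneins, metal-binding proteins, fell from day 0 to day 5 in control cells in 10 of 11 (median −3.43, adjusted p = 9.52e-08, and 0.114 with an estimated correlation). In depleted cells they were higher in 6 of 11 at day 3 (median 1.47, adjusted p = 1.07e-07, and 0.114 with an estimated correlation) and in 5 of 11 at day 5 (median 0.71, adjusted p = 0.00138, and 0.28 with an estimated correlation), while at day 4 4 were higher and 2 lower (adjusted p = 0.468). In rescue 9 of 11 were lower than in depleted cells (median −1.43, adjusted p = 3.88e-05, and 0.202 with an estimated correlation) and 3 lower than in control (median −0.29, adjusted p = 0.016, and 0.41 with an estimated correlation). The rescue arrays stand apart in hybridisation controls, so their differences cannot be told apart from a separate hybridisation. All of these medians kept their sign with cyclic loess scaling.

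Depleted cells of day 5 expressed 179 genes at least 1 log2 above all 4 control groups, 159 of which had not been called higher at day 3. HPGD stood at 9.55 log2 against at most 4.91 in any control group, the mesenchymal factor TWIST1 at 9.48 against 4.90, LCP1 at 11.04 against 6.62, TAC1 at 9.35 against 5.09, the cell cycle inhibitor CDKN2A at 7.75 against 4.30, the forkhead factor FOXD1 at 7.88 against 4.85 and the endothelial factor FLI1 at 5.43 against 2.49. In rescue cells HPGD stood at 4.11, TAC1 at 3.34, FOXD1 at 4.29 and FLI1 at 2.56. TWIST1 stood between, at 6.81, and LCP1 (9.90) and CDKN2A (7.28) stayed high. Of the fixed lists, p53 and apoptosis (FAS and PHLDA3 among the 179) passed under depletion at day 5 (adjusted p = 2.58e-06, and 0.303 with an estimated correlation). Fibroblasts (POSTN, ACTA2 and TWIST1, adjusted p = 0.716), neuroectoderm (SOX3, 0.848), trophoblast and amnion (TFAP2C, 0.427), pluripotency (KLF4, 0.0995), Nodal and BMP targets (ID4, 0.276) and the stress response (DDIT3 and TRIB3, 0.965) also had members among them and did not pass. No other fixed list had a member among the 179.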
